# Potent anti‐myeloma activity of the TOPK inhibitor OTS514 in pre‐clinical models

**DOI:** 10.1002/cam4.2695

**Published:** 2019-11-12

**Authors:** Andrew T. Stefka, David Johnson, Shaun Rosebeck, Jae‐Hyun Park, Yusuke Nakamura, Andrzej J. Jakubowiak

**Keywords:** apoptosis, lenalidomide, myeloma, OTS514, TOPK

## Abstract

Multiple myeloma (MM) continues to be considered incurable, necessitating new drug discovery. The mitotic kinase T‐LAK cell‐originated protein kinase/PDZ‐binding kinase (TOPK/PBK) is associated with proliferation of tumor cells, maintenance of cancer stem cells, and poor patient prognosis in many cancers. In this report, we demonstrate potent anti‐myeloma effects of the TOPK inhibitor OTS514 for the first time. OTS514 induces cell cycle arrest and apoptosis at nanomolar concentrations in a series of human myeloma cell lines (HMCL) and prevents outgrowth of a putative CD138^+^ stem cell population from MM patient‐derived peripheral blood mononuclear cells. In bone marrow cells from MM patients, OTS514 treatment exhibited preferential killing of the malignant CD138^+^ plasma cells compared with the CD138^−^ compartment. In an aggressive mouse xenograft model, OTS964 given orally at 100 mg/kg 5 days per week was well tolerated and reduced tumor size by 48%‐81% compared to control depending on the initial graft size. FOXO3 and its transcriptional targets *CDKN1A* (p21) and *CDKN1B* (p27) were elevated and apoptosis was induced with OTS514 treatment of HMCLs. TOPK inhibition also induced loss of FOXM1 and disrupted AKT, p38 MAPK, and NF‐κB signaling. The effects of OTS514 were independent of p53 mutation or deletion status. Combination treatment of HMCLs with OTS514 and lenalidomide produced synergistic effects, providing a rationale for the evaluation of TOPK inhibition in existing myeloma treatment regimens.

## 1 INTRODUCTION

Multiple myeloma (MM) represents a heterogeneous disease with various oncogenic mutations, chromosomal translocations, and copy number variations.^1^ MM progression follows a branching evolutionary path, generating subclones that shift in composition due to treatment and other selective pressures.^2^, ^3^ Major driver oncogenes include *IRF4* and *MYC*,^4^ and several of the common etiologic factors converge on aberrant activation of cyclin D genes and CDK4/6‐mediated cell cycle progression.^5^, ^6^, ^7^ Recent developments, particularly the use of proteasome inhibitors and immunomodulatory (IMiD) agents^8^, ^9^ with autologous stem cell transplantation,^10^ have dramatically improved overall survival, but relapse continues to occur necessitating the development of new therapeutic targets.^1^

T‐LAK cell‐originated protein kinase/PDZ‐binding kinase (TOPK/PBK) has been identified as a drug target due to its low expression in most normal tissues and high expression in various tumor types,^11^, ^12^ where high TOPK levels correlate with poor patient prognosis.^12^, ^13^, ^14^, ^15^, ^16^ Elevated TOPK expression is driven by MYC and E2F1 in high‐grade lymphomas^17^ and in FLT3‐mutated AML,^18^ but the mechanism of upregulation in other contexts is not well understood.

TOPK activity is associated with malignancy through multiple kinase pathways: it promotes tumor migration in lung cancer through PI3K/AKT signaling,^13^ proliferation of breast cancer cell lines through p38 MAPK,^19^ and chemoresistance in cervical cancer cells through NF‐κB signaling.^20^ TOPK also directly interacts with p53, inhibiting activation of cell cycle suppressor proteins and leading to aberrant tumor cell proliferation.^21^, ^22^

The TOPK inhibitors OTS514 and OTS964 have been successfully evaluated in several solid tumor types including lung,^12^, ^23^ ovarian,^16^ prostate,^15^ and kidney^24^ cancers. OTS514 has also shown promise in FLT3‐ITD‐mutated AML,^18^ but has not been evaluated in MM. In this report, we establish high‐level TOPK expression in MM and show for the first time that TOPK inhibition effectively kills MM cells. OTS514 induces cell cycle arrest and apoptosis, activating FOXO3 and CDK‐inhibitory proteins while disrupting pro‐survival kinase cascades. In addition, we show synergistic activity in combination with lenalidomide, which suggests a potential role of TOPK inhibition in current combination therapies.

## 2 MATERIALS AND METHODS

### 2.1 Cells, drugs, and viability assays

Human myeloma cell lines (HMCL) were obtained from ATCC (MM1.S [CRL‐9068], U266B1 [TIB‐196], NCI H929 [CRL‐9068], RPMI 8226 [CCL‐155]) or JCRB (KMS11 [1179]) and were confirmed mycoplasma‐negative and validated by 9‐marker Short Tandem Repeat profiling (IDEXX BioResearch). Other HMCLs were obtained from DSMZ (JJN3, LP‐1), ATCC (MM1.R), or RG Hawley (8226Dox40, KMS34, KMS34CFZ; George Washington University).^25^ Lysates from kidney cancer cell lines Caki‐2 and RCW were provided by Y. Nakamura. Cells were cultured in RPMI 1640 (Life Technologies, #72400) with 10% fetal calf serum and penicillin/streptomycin under 5% CO_2_. OTS514 and OTS964 were provided by OncoTherapy Science, Inc. Lenalidomide and verapamil were purchased from Cayman Chemical. For viability assays, 2 × 10^4^ cells/well were cultured in 96‐well plates with increasing concentrations of test drug for 72 hours (minimum 6 wells per dose per cell line). MTT (thiazolyl blue tetrazolium bromide, Acros Organics) was then added and incubated at 37°C for up to 1.5 hours. Cells were lysed overnight, absorbance at 570 nm was read, and IC_50_ was calculated using the four‐parameter log (inhibition) vs response fit in Prism 7 (GraphPad Software). Multi‐agent curves were evaluated for pharmacological synergy by the Chou‐Talalay method with CalcuSyn Software (ComboSyn, Inc).^26^

### 2.2 Flow cytometry assays

Fresh bone marrow aspirate was collected from patients with MM. Ficoll‐separated mononuclear cells were plated at a concentration of 2.5 × 10^5^ cells/mL with increasing concentrations of OTS514 for 18 hours. Cells were harvested and stained using the Annexin‐V‐FITC Early Apoptosis Detection Kit (#6592, Cell Signaling Technology) according to the manufacturer's protocol with the addition of APC‐conjugated anti‐CD138 antibody (clone DL‐101, Biolegend). For cell cycle analysis, cultures were plated in serum‐free media for 8 hours, then washed into complete media with or without test drug. Cells were harvested at the indicated time points and fixed with ice‐cold 70% ethanol. Later, cells were washed into PBS with 40 µg/mL propidium iodide and 100 µg/mL RNAse (Life Technologies) for analysis of DNA content. Data were collected on LSR‐II and LSR‐Fortessa instruments at the University of Chicago Flow Cytometry Facility and analyzed with FlowJo 10.4 (FLOWJO, LLC) employing the Watson (pragmatic) model for cell cycle analysis.

### 2.3 Western blots

Cells were lysed in RIPA with HALT protease/phosphatase inhibitor and protein was quantified, where indicated, using the Pierce detergent‐compatible Bradford assay kit (1861281 & 23246, Thermo Fisher Scientific). SDS‐PAGE was run with pre‐cast 4%‐15% or 4%‐20% gradient gels (Bio‐Rad) followed by semidry transfer to PVDF membrane (Millipore). Primary antibodies against FOXM1 (5436), phospho‐FOXM1 (14655), AKT (4691), phospho‐AKT (4060), p38 (9212), phospho‐p38 (4551), IκBα (4814), phospho‐IκBα (9246), Ikaros/IKZF1 (5443), IRF4 (4964), p21 (2947), p27 (3686), FOXO3a (2497), PARP (9542), and horseradish peroxidase‐conjugated secondaries (anti‐mouse IgG 7076, anti‐rabbit IgG 7074) were purchased from Cell Signaling Technology. Other primary antibodies included anti‐TOPK (612170, BD Biosciences), anti‐p21 (MS‐891‐P0, Thermo Fisher Scientific), and anti‐GAPDH (sc‐32233, Santa Cruz Biotechnology). Unless otherwise indicated, detection was performed with HyGlo (Denville Scientific) substrate using radiographic film. Fluorescent detection was performed on Odyssey (LI‐COR) with 800CW goat anti‐rabbit secondary after total protein staining and imaging with REVERT total protein stain (926‐332211 & 926‐11016, LI‐COR). Protein normalization and target quantification were performed using LI‐COR Image Studio. Individual bands of target protein were normalized to total protein in the same lane according to vendor's protocol.

### 2.4 Peripheral blood mononuclear cell stimulation and CD138 selection

Fresh blood was collected from patients with MM in sodium‐heparin tubes and was Ficoll‐separated to obtain the mononuclear cell (MNC) fraction. 2.5 × 10^6^ cells were plated in 3 mL RPMI in six‐well plates. Wells were left untreated or were stimulated with 5 ng/mL (each) recombinant human IL‐3 and IL‐6 (R&D Systems, 203‐IL and 206‐IL, respectively) with or without 10 nM OTS514. Cells were harvested after 6 days and CD138^+^ cells were separated using the EasySep Human CD138‐Positive Selection Kit (Stemcell Technologies). CD138^+^ and CD138^−^ cells were enumerated by counting with trypan blue exclusion.

### 2.5 Microarray analysis

5 × 10^5^ H929 cells were treated with 0.015% DMSO, 15 nM OTS514, 15 µM lenalidomide (LEN), or 5 nM carfilzomib (CFZ) for 24 hours. Additionally, each active drug combination was performed (OTS514/LEN, OTS514/CFZ, OTS514/LEN/CFZ, and LEN/CFZ). 

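Of the 24 arrays, 18 belong to 6 groups of 3 that hold lenalidomide or carfilzomib, alone, together or with OTS514. Lenalidomide was given at 15 µM and carfilzomib at 5 nM, and each group was handled as the OTS514 and DMSO groups, in 3 independent experiments. The same values, filter and limma fit were used, so that all groups share one estimate of the spread with 16 residual degrees of freedom. Each drug group was compared with DMSO, each OTS514 combination with the same drugs without OTS514, and the OTS514 effect was compared between backgrounds by an interaction term. The comparisons against DMSO share its 3 arrays, whereas the 4 comparisons with and without OTS514 share no array. The first principal component, with 44.7% of the variance, separates the arrays with OTS514 from those without it, and the second, with 17.5%, those with carfilzomib from those without it.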

RNA from three independent experiments (a total of 24 samples) was extracted with the Qiagen RNeasy mini kit and analyzed on two Human HT12v4 bead arrays (Illumina) at the University of Chicago functional genomics core facility. Gene Set Enrichment Analysis (GSEA) was performed on quantile‐normalized, background‐subtracted data (BeadStudio, Illumina) using hallmark gene sets from the Molecular Signatures Database v6.1.^27^, ^28^ Upstream regulator analysis was generated through the use of Ingenuity Pathway Analysis (Qiagen Inc, https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis).^29^ The full dataset is available in the NCBI's Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128251.

### 2.6 Xenograft model

Xenografts were established in 5‐ to 6‐week‐old female NSG mice (#005557, The Jackson Laboratory) by subcutaneous injection in opposite rear flanks with 1 × 10^6^ or 2 × 10^6^ cells of the HMCL H929 with matrigel (Corning Life Sciences). When tumors reached 100 mm^3^, 50 or 100 mg/kg OTS964 or vehicle were orally administered to mice (n = 6 per group) 5 times per week by gavage. Body weight and tumor volume were assessed three times per week for 2 weeks. After 14 days, 4/6 mice were sacrificed, and treatment was withheld from the remaining mice while weight monitoring continued.

### 2.7 Measurement of peroxidase activity

MM1.S cells were washed and re‐suspended in HBSS containing 100 µM amplex red (A12222, Life Technologies). This suspension was aliquoted into microcentrifuge tubes, where equal volumes of indicated drug or control (2× concentration) were subsequently added. Controls include amplex red with the maximal dose of DMSO either with or without cells. Suspensions were added to opaque white 96‐well plates (781665, BrandTech) with repeated mixing between additions to four replicate wells per experimental group. Final concentration was 1 × 10^5^ cells per well with 50 µM amplex red. Plates were briefly centrifuged and incubated at 37°C for approximately 90 minutes after which fluorescence was detected on a Synergy HT microplate reader (BioTek Instruments) with excitation filter 530/25 nm and detection filter 590/35 nm. Gain setting was consistent between experiments. The average of the cell‐free control group was used for background subtraction.

### 2.8 Statistical analysis

Datasets fitting parametric assumptions were tested with ANOVA followed by Tukey's test for multiple comparisons between all groups or Dunnett's test for comparisons to a control group. Data not fitting parametric assumptions were tested with Friedman's test and Dunn's multiple comparisons test. Representative data reflect experiments performed at least three times unless otherwise stated. Mean (bars and single points) and standard error of the mean (error bars) are plotted throughout.

### 2.9 Institutional approval

The University's Institutional Review Board (IRB) and Institutional Animal Care and Use Committee (IACUC) approved all work involving human subjects and animals, respectively. Informed consent was obtained for all human subject research.

## 3 RESULTS

We first assessed TOPK as a potential therapeutic target by querying existing bone marrow plasma cell gene expression datasets.^30^, ^31^, ^32^, ^33^ *TOPK* mRNA expression was found to be elevated in plasma cells (PCs) from patients with MM compared with normal controls (nPC) (Figure 1A). The expression was disease‐stage dependent, as PCs from patients with the precursor states smoldering MM (sMM) and monoclonal gammopathy of undetermined significance (MGUS) exhibited significantly lower *TOPK* expression when compared to PCs from patients with myeloma requiring treatment. To further evaluate TOPK as a potential target in MM cells, fresh bone marrow aspirates (BMA) from patients with MM were separated into CD138^+^ and CD138^−^ fractions by magnetic selection and analyzed by Western blot along with PBMCs from the same patients (Figure 1B). TOPK protein was elevated in the malignant CD138^+^ PCs, but was not detected in PBMC or CD138^−^ bone marrow (BM) MNCs. We next assessed TOPK protein expression in a panel of HMCLs, which typically correspond to advanced disease. TOPK protein expression is easily detected in every cell line examined (Figure 1C).

**Figure 1:**
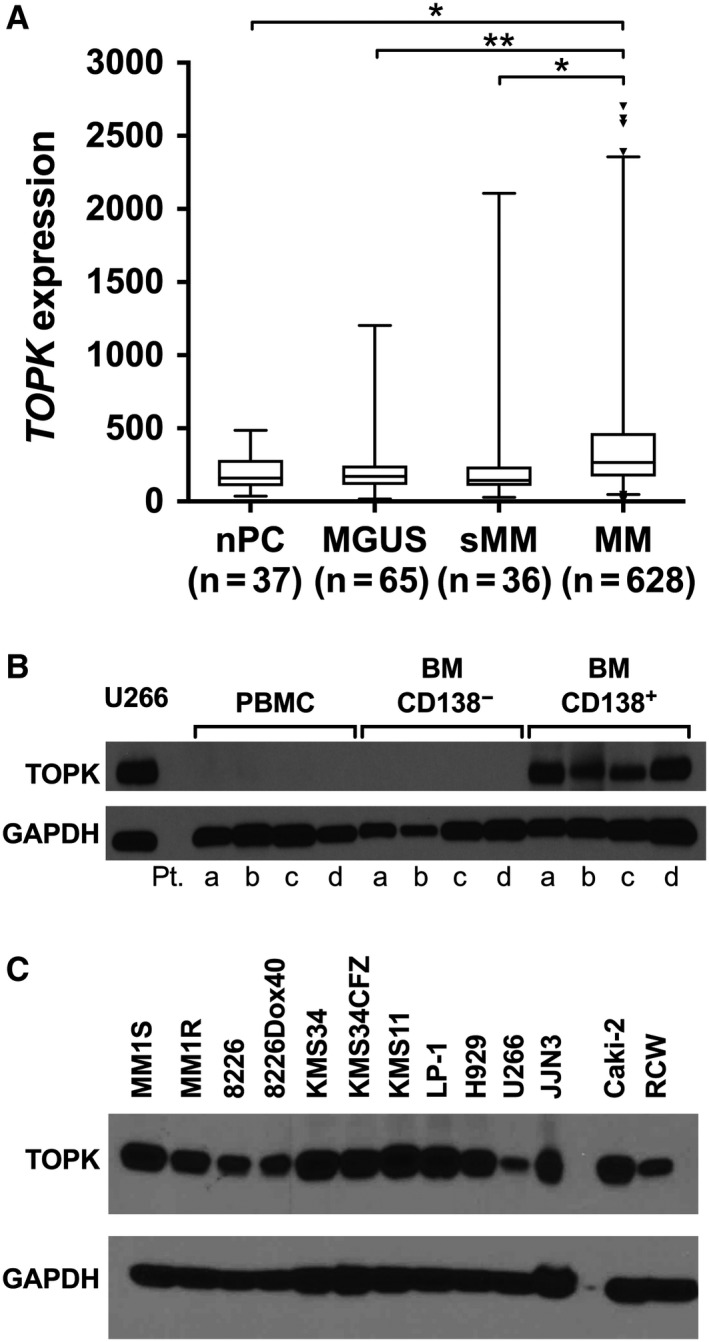
T‐LAK cell‐originated protein kinase (TOPK) expression is elevated in multiple myeloma (MM) plasma cells, but not in other cell types or precursor states. A, Analysis of published gene expression datasets^30^, ^31^, ^32^, ^33^ shows elevation of TOPK mRNA expression in plasma cells from patients with MM. Boxes represent median and 25th‐75th percentiles while whiskers depict 1st‐99th percentiles. B, Bone marrow aspirates from four patients with MM (labeled a‐d) were separated into CD138^+^ and CD138^−^ fractions by antibody/magnetic bead selection. Bone marrow cells and peripheral blood mononuclear cell from the same patients were analyzed by Western blotting for TOPK protein expression. U266 cell lysate as positive control. C, Western blot analysis of a panel of steady‐state human myeloma cell lines cultures shows robust TOPK protein expression in every line examined. Caki‐2 and RCW are kidney cancer lines used as positive controls. *P < .05, **P < .01, ANOVA with Tukey's multiple comparisons test

Having established that TOPK is upregulated in MM PCs, we used the TOPK‐selective kinase inhibitor OTS514^12^ to evaluate the potential of targeting TOPK in MM. We selected a broad panel of HMCL with significant diversity in primary IGH/IGL translocations and TP53 status to examine the cytotoxic potential of OTS514 using the MTT cell viability assay (Figure 2A). IC_50_ values ranged from 11.6 to 29.4 nM in parental cell lines, indicating a potent inhibitory effect. Only the RPMI 8226‐Dox40 cell line, which overexpresses the multi‐drug resistance transporter gene *ABCB1*, is resistant to killing by OTS514.^34^ We confirmed that this cell line's OTS514 resistance was conferred by ABCB1 overexpression by blocking the transporter with verapamil,^25^ which restored sensitivity. We next examined the effect of TOPK inhibition on the cell cycle (Figure 2B). MM1.S and U266 cells were serum‐starved to synchronize steady‐state cultures at the G1 phase, then given serum‐replete media with or without OTS514. After 24 hours, untreated cells had progressed into the S phase, whereas OTS514‐treated cells were arrested at G1 and showed an enriched population of cells with sub‐G1 DNA content suggestive of apoptotic DNA fragmentation. Activation of apoptosis by OTS514 was monitored over time by Western blot detection of PARP cleavage (Figure 2C), which was evident within 4 hours of high‐dose OTS514 treatment. In addition, TOPK protein level was decreased in a dose‐dependent manner (Figure 2D), consistent with previous reports in other types of cancer cells.^16^, ^23^, ^24^

**Figure 2:**
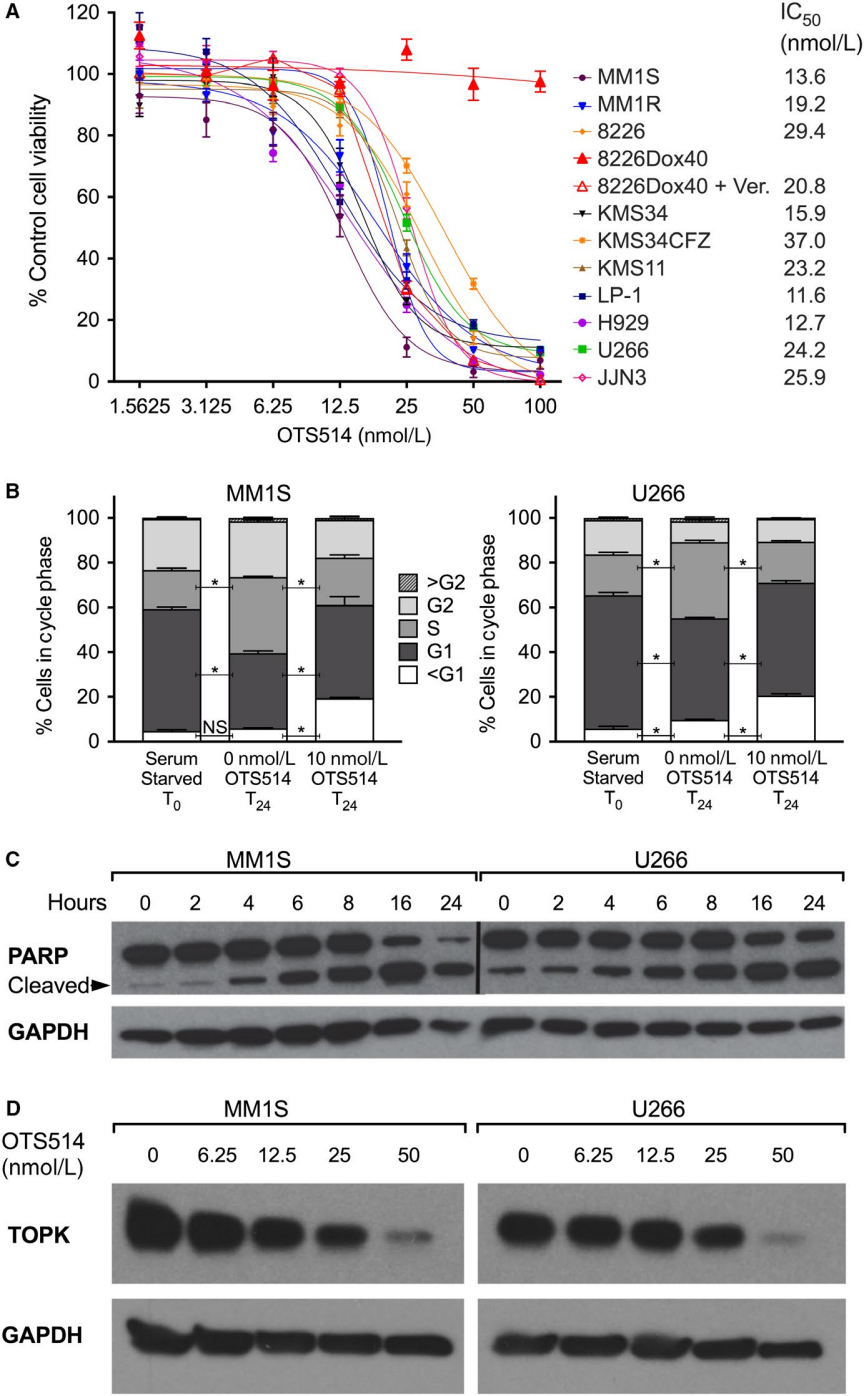
T‐LAK cell‐originated protein kinase (TOPK) inhibitor OTS514 is potently cytotoxic to human myeloma cell lines (HMCL), inducing loss of pro‐survival factors and rapid apoptosis. A, HMCLs were treated with increasing concentrations of OTS514 for 72 h and viability was assessed by MTT assay. The OTS514‐resistant cell line 8226 Dox40 was additionally cultured in the presence of 10 µM verapamil (+Ver), blocking ABCB1 activity and rescuing sensitivity. B, MM1.S and U266 cells were serum‐starved overnight to induce G1 arrest. Starvation was released and cells were left untreated or treated with 10 nM OTS514. After 24 h, DNA content was analyzed by flow cytometry with propidium iodide staining. C, HMCLs were treated with 100 nM OTS514 for 0‐24 h and PARP cleavage was detected by Western blot. Caspase‐mediated PARP cleavage was evident after 4 h. D, MM1.S and U266 were treated with OTS514 for 24 h and TOPK protein was analyzed by Western blot. TOPK inhibition caused loss of target protein in a dose‐dependent manner. NS, not significant. *P < .01 by two‐way ANOVA with Dunnett's multiple comparisons test

Having shown the effects of OTS514 in HMCLs, we sought to measure its effectiveness in samples from patients with MM using additional functional assays. BMA from patients with MM were collected as part of our normal tissue banking procedure. BM MNCs were isolated and treated with OTS514. After 18 hours, cells were harvested for analysis by flow cytometry (Figure 3A). CD138^−^ cells were largely unaffected by increasing concentrations of OTS514 while late apoptosis was induced in the CD138^+^ populations. To assess the effects of OTS514 on putative myeloma stem cell populations, PBMC derived from patients with MM were stimulated with IL‐3 and IL‐6, causing outgrowth of a CD138^+^ population. In the presence of OTS514, the emergence of CD138^+^ cells was suppressed (Figure 3B). We next used H929 cells to establish a xenograft model in NSG mice to test TOPK inhibition in an in vivo context. Once tumors were established, mice were gavaged with 50 or 100 mg/kg OTS964 (a dimethylated derivative of OTS514, for oral administration^12^) or vehicle 5 times per week. Growth of 1 × 10^6^ cells was inhibited by 81% at the highest dose given in a dose‐dependent manner (Figure 3C). Tumors arising from an injection of 2 × 10^6^ cells were inhibited by 48% at doses used (Figure 3D). OTS964 was well tolerated over the course of treatment as determined by assessment of body weight (Figure 3E).

**Figure 3:**
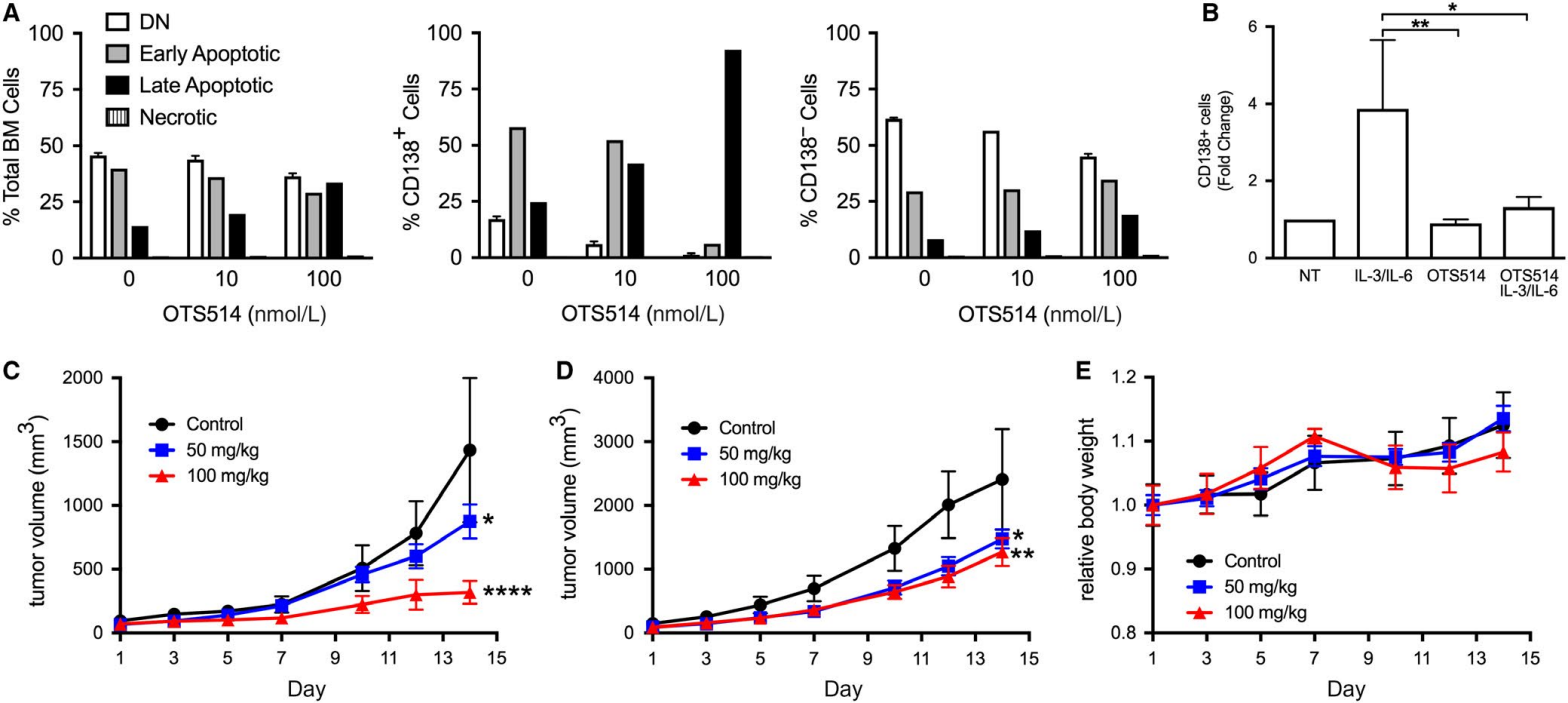
T‐LAK cell‐originated protein kinase (TOPK) inhibitor selectively kills CD138^+^ plasma cells (PCs) derived from bone marrow aspirates from patients with multiple myeloma (MM), prevents CD138^+^ outgrowth from peripheral blood mononuclear cell (PBMC), and is effective and well tolerated in a mouse xenograft model. A, Patient bone marrow mononuclear cells were plated with indicated concentrations of OTS514. Cultures were harvested and analyzed by flow cytometry after 18 h. Annexin V/PI staining shows effective induction of late apoptosis in the CD138^+^ PC fraction, with the CD138^−^ population remaining unaffected. B, PBMC derived from patients with MM were plated with/without 5 ng/mL IL‐3 and IL‐6 and with/without 10 nM OTS514. After 6 d, CD138^+^ cells were isolated by magnetic bead separation. IL‐3/IL‐6 treatment induced CD138 outgrowth from patient‐derived PBMC (n = 8); OTS514 treatment abrogated this effect. C‐E, Xenografts of H929 cells were established in NSG mice (NOD/SCID/IL2Rg), n = 6 mice per group. When tumor volume reached 100 mm^3^, mice began receiving OTS964 5 times per week. C, Tumor volume from injection of 1 × 10^6^ cells. D, Tumor volume from injection of 2 × 10^6^ cells. E, Body weight through the course of treatment. *P < .05, **P < .01, ****P < .0001, Friedman test with Dunn's multiple comparisons test (B) or repeated‐measures two‐way ANOVA with Dunnett's multiple comparisons test (compared to control) (C and D)

IMiD‐containing multi‐drug regimens are commonly used in myeloma treatment, so we next evaluated the interaction between OTS514 and the IMiD drug lenalidomide. Viability assays with fixed‐ratio combinations of the two drugs revealed pharmacological synergy in H929, U266, and MM1.S cell lines (Figure 4A‐C, respectively). We also detected additive loss of IKAROS/IKZF1 and the myeloma pro‐survival factors IRF4 and FOXM1 (Figure 4D). Since current hypotheses about the mechanism of action of IMiDs involve modulation of responses to oxidative stress,^35^ we assessed TOPK inhibition in an intracellular peroxidase activity assay (Figure 4E). The combination of OTS514 and lenalidomide led to an additive loss of antioxidative capacity. The proteasome inhibitor carfilzomib and the selective nuclear export inhibitor KPT‐330 were also evaluated in combination with OTS514 in HMCLs and exhibited no synergy by the Chou‐Talalay method (data not shown).

**Figure 4:**
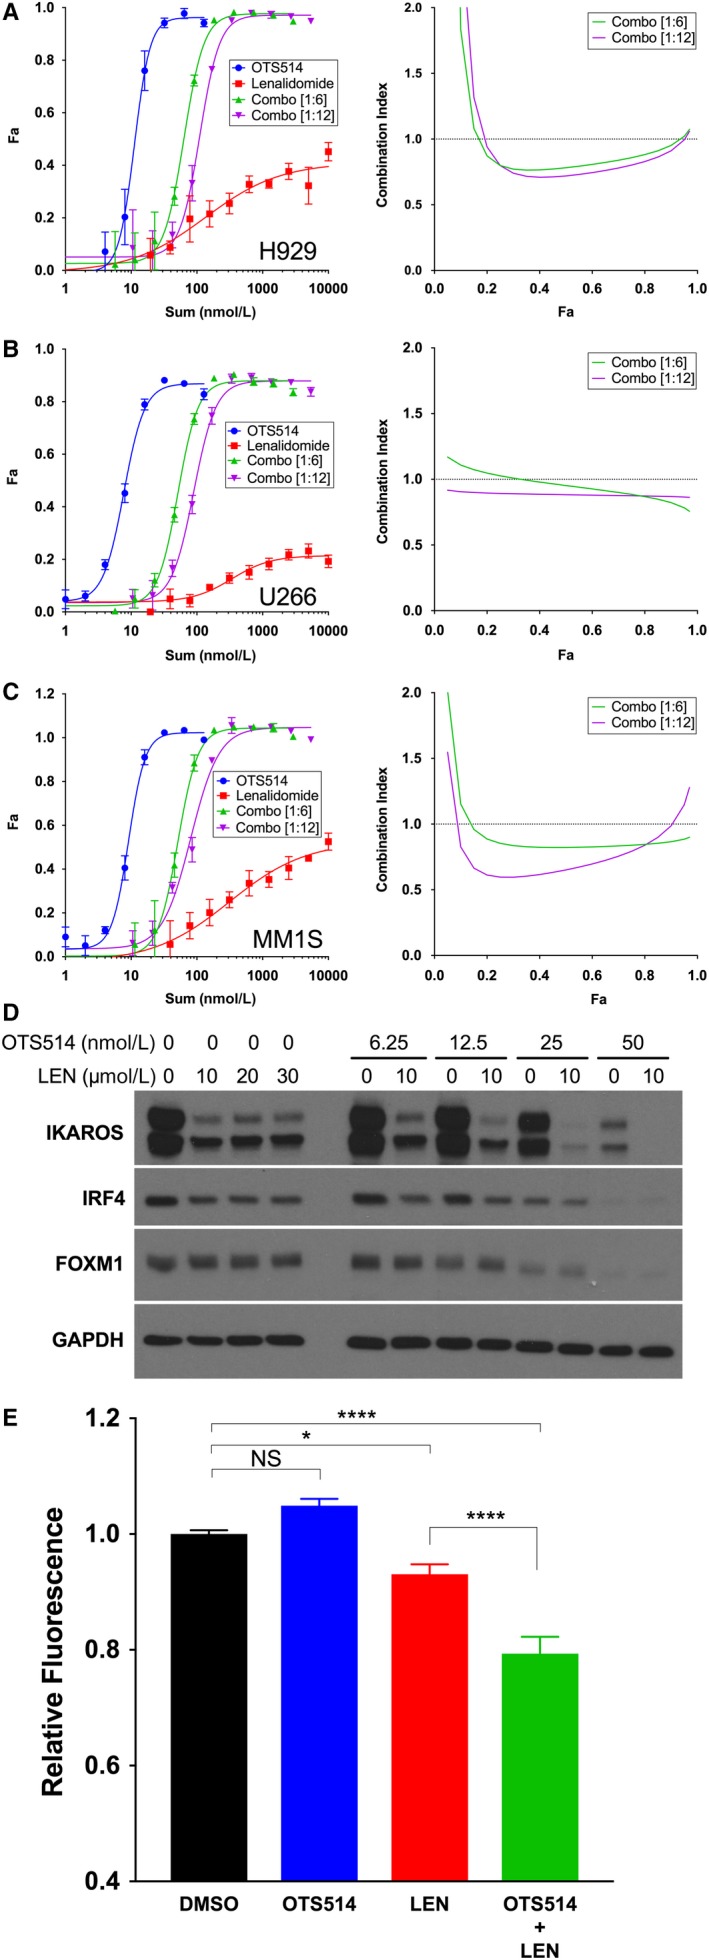
Synergistic activity of OTS514 with lenalidomide. A‐C, MTT assays were performed simultaneously with OTS514, lenalidomide, and constant‐ratio combinations (OTS514:lenalidomide = 1:6 and 1:12 molar equivalents). Effect level (*F*_a_) vs drug concentration and corresponding combination index for OTS514/lenalidomide combination are shown for (A) H929, (B) U266, and (C) MM1.S cells. Combination index <1 indicates pharmacological synergy. D, H929 cells were treated for 24 h with increasing concentrations of OTS514 with or without lenalidomide. Levels of IKAROS (IKZF1), IRF4, and FOXM1 were analyzed by Western blot. E, Amplex red peroxidase activity assay was performed using MM1.S cells with final concentrations of 20 µM lenalidomide, 100 nM OTS514, or the combination; DMSO equal to the maximal volume used to create drug dilutions was used as a control. NS, not significant, *P < .05, ****P < .0001, one‐way ANOVA with Tukey's multiple comparisons test

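RNA from H929 cells, a human myeloma line, was measured on Illumina HT12v4 arrays after 24 h with 15 nM OTS514 or with 0.015% DMSO, in 3 independent experiments. Each culture held 500000 cells. The methods give 5% CO2 for the cultures and the sample labels 10%. These 6 arrays belong to a set of 24 arrays in 8 groups of 3, of which the other groups received lenalidomide, carfilzomib or combinations. The authors subtracted the background and quantile-normalized the intensities of 47299 probes in BeadStudio, so that every array has nearly the same distribution, with a median intensity of 3.1 and quartiles of -0.5 and 23.7. Between 28.3 and 28.4% of the values of an array lie under 0. For the values given here, intensities under 16 were raised to that floor and log2 was taken, so that the lowest log2 value is 4 and changes of dim genes are understated. The 14917 probes above the floor in at least 3 of the 24 arrays were kept, and the probe with the highest mean stood for each of 9328 genes. All 24 arrays entered one limma fit, with adjustment after Benjamini and Hochberg and a threshold of 0.05. Arrays of one group correlated at 0.982 to 0.993. OTS514 raised 1513 genes and lowered 1770 past the threshold, and 277 and 397 of these changed by more than 1 on the log2 scale. The number of arrays limits the precision of each value.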

To interrogate downstream effects of TOPK inhibition, we treated H929 cells with OTS514 and performed a microarray. GSEA (Figure S1A) showed significant disenrichment in OTS514‐treated cells, particularly in gene sets related to cell cycle control (Figure S1B). 

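H929 cells treated with OTS514 had less mRNA of most measured genes of DNA replication and mitosis than cells treated with DMSO. PBK, which encodes TOPK, fell by 2.11 on the log2 scale (standard error 0.18, adjusted p = 1.2e-07 from limma), from 9.39 ± 0.22 to 7.28 ± 0.22 (SD, n = 3 arrays). RRM2, a subunit of the enzyme that makes deoxynucleotides, fell by 2.45 (standard error 0.23, adjusted p = 4.0e-07 from limma). KIF11, a motor of the mitotic spindle, fell by 2.12 (standard error 0.20, adjusted p = 3.6e-07 from limma). DUT, which removes dUTP before replication, fell by 2.22.
Of 62 measured genes of E2F targets and DNA replication, in a list written before the data were examined, 54 were lower and 1 was higher at an adjusted p under 0.05 (55 lower and 2 higher when adjusted over the list alone), with a median log2 change of -0.93. Of 74 genes of G2/M and mitosis, 67 were lower and 7 did not pass (69 lower when adjusted over the list alone), with a median of -1.14. In the other processes of Figure S1A the medians were closer to 0. Glycolysis genes were lower in 9 of 19 cases (9 lower and 1 higher when adjusted over the list alone), with a log2 change of -1.94 for GPI, and PFKFB4, at the floor in every OTS514 array, was at least 5.35-fold lower. PFKFB4 lost its call without DMSO replicate 1 (log2 change -1.82, adjusted p = 0.070 from limma) and with a floor of 32 (adjusted p = 0.056 from limma). Genes of fatty acid oxidation were lower in 8 and higher in 1 of 23 cases. Of 13 genes of heme synthesis and iron, 3 were lower and 1 higher, and PPOX, which makes protoporphyrin, had a log2 change of -1.80. MYC targets and genes of ribosome biogenesis were higher in 4 and lower in 4 of 27 cases. For the lists of fatty acid oxidation, heme and MYC the counts were the same when adjusted over the list alone. These lists are not the hallmark sets of the paper. The paper states a role for the cell cycle checkpoint machinery downstream of TOPK inhibition.
The set test camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 7.6e-19 for the E2F list and 1.6e-23 for the G2/M list. For both lists the adjusted p = 0.31 by camera with an estimated correlation, which can also hold deviations shared by arrays of one experiment. In 8 of the 9 other splits of these 6 arrays into 3 and 3, camera also put each of both lists past its threshold, with medians of at most 0.54 and 0.65 in size. Each other split mixes the treatments unequally in its groups, so part of the drug effect stays in it. These splits therefore cannot show what chance alone would give.

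**Figure D1:**
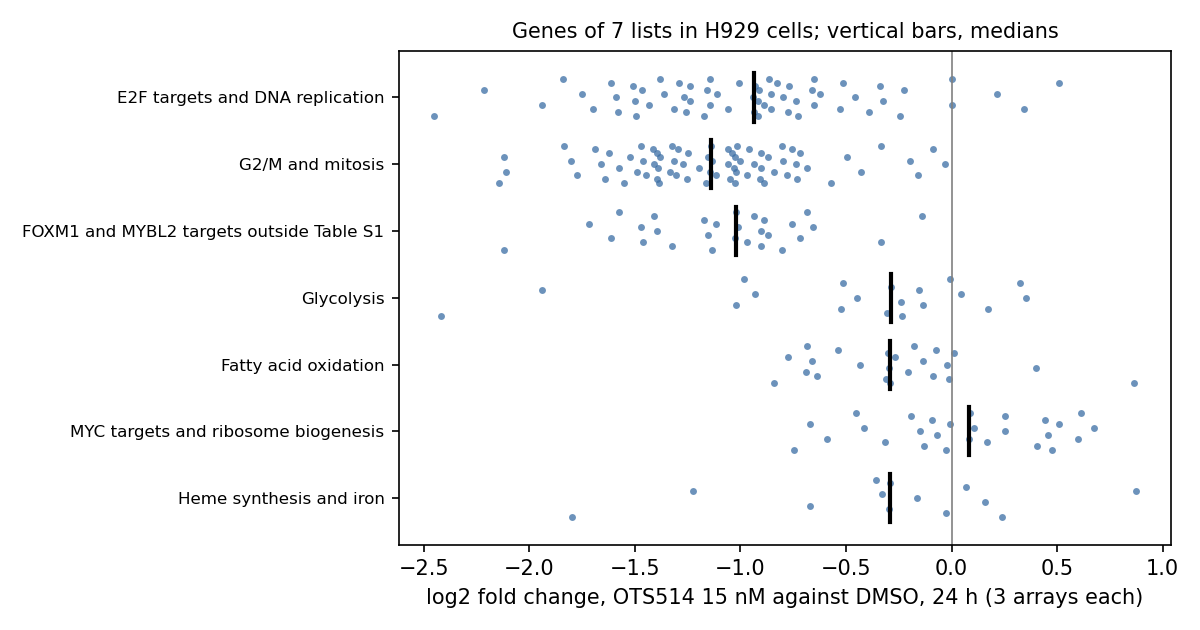
Log2 fold change of each measured gene of 7 lists, OTS514 against DMSO, on the horizontal axis; points are genes and vertical bars are medians. The E2F list has its median at -0.93 and the G2/M list at -1.14, while the list of MYC targets has its median at 0.08.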

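FOXM1, a forkhead transcription factor of G2 and mitosis, had lower mRNA in OTS514-treated H929 cells than in DMSO-treated cells, by 1.25 on the log2 scale (standard error 0.29, adjusted p = 0.0026 from limma). Its log2 intensity was 5.88 ± 0.54 with DMSO and 4.62 ± 0.19 with OTS514 (SD, n = 3 arrays). A dimmer probe of FOXM1 fell by 0.94. Among the genes that Table S1 lists as FOXM1 targets, CCNB1 (cyclin B1) fell by 1.84 (standard error 0.21, adjusted p = 2.5e-06 from limma) and CDK2 by 1.77. BIRC5 (survivin) fell by 1.80 and AURKB, a kinase of chromosome segregation, by 1.62. PLK1, a mitotic kinase, fell by 0.96 (adjusted p = 0.0094 from limma).
Of the 40 genes of Table S1, 38 could be measured, as the only named probe of CCNE2 is at background and PRDX2 has no named probe. Of the 38, 31 were lower, 2 were higher (MYC and ATF2) and 5 did not pass the threshold (32 lower and 2 higher when adjusted over the list alone). The study chose this list on these samples, so its count is not independent evidence. Of 29 targets of FOXM1 and MYBL2 outside Table S1, 26 were lower and 3 did not pass (28 lower when adjusted over the list alone), with a median log2 change of -1.02. CEP55, a protein of cell abscission, fell by 1.58, and MELK, a mitotic kinase, by 1.39. This list uses the same arrays and shares genes with the G2/M list, such as KIF11. It cannot tell lower FOXM1 activity from a fall of mitotic genes in general. The camera test gave adjusted p = 6.8e-11 for the list of Table S1 and 2.9e-12 for the list outside it, and adjusted p = 0.31 with an estimated correlation for both. FOXO3, another forkhead factor, rose by 0.65 (standard error 0.12, adjusted p = 3.7e-04 from limma). In a fit of the DMSO and OTS514 arrays alone, NEK2, PCNA and BUB1B of Table S1 lose their calls (adjusted p = 0.053, 0.095 and 0.11 from limma).

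**Figure D2:**
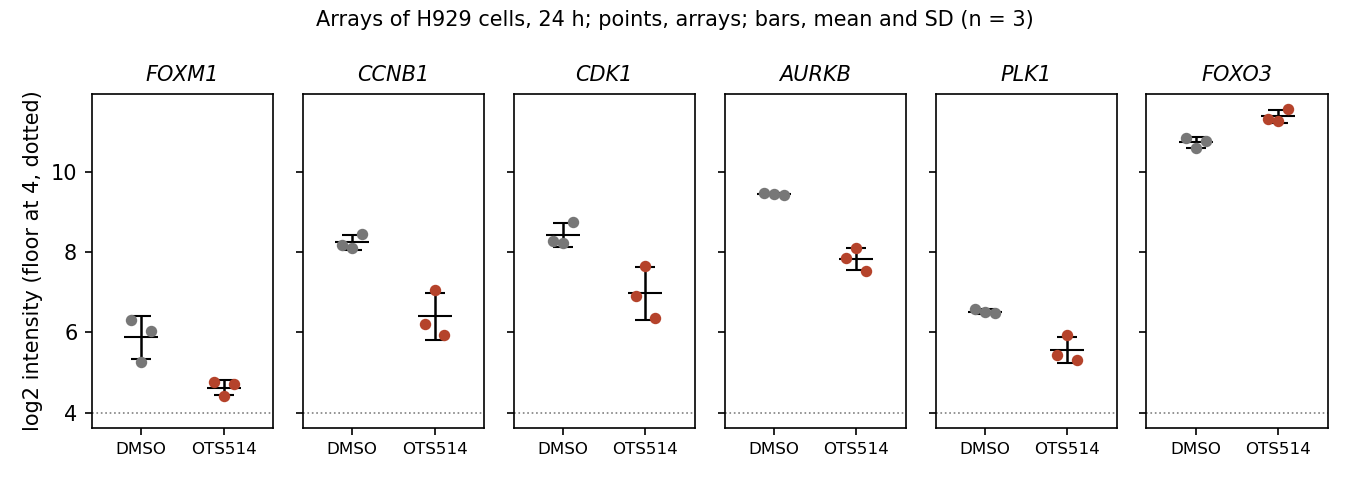
Log2 intensity on the vertical axis, in 3 arrays of DMSO and 3 of OTS514 for 6 genes; points are arrays, bars are the mean and SD, and the dotted line is the floor at 4. FOXM1 lies at 5.88 with DMSO and 4.62 with OTS514.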

Upstream regulator analysis confirmed that TOPK inhibition downregulated the FOXM1 pathway (Table S1).

Having established a role for the cell cycle checkpoint machinery downstream of TOPK inhibition, we further examined the effects of OTS514 on the cyclin‐dependent kinase inhibitors p21 and p27. Using quantitative fluorescent Western blotting in a panel of cell lines chosen for their varied p53 status, we showed dose‐dependent elevation of p21 and p27 levels and PARP cleavage indicative of cell cycle arrest and apoptosis, respectively, in response to OTS514 treatment (Figure 5). In H929 and 8226 cells, p21 expression was elevated in a dose‐dependent manner accompanied by conversion to a 25 kDa isoform arising from a putative post‐translational modification (Figure 5 and Figure S2). OTS514‐induced total CDKN1A levels (21 and 25 kDa isoforms) begin to drop at the highest doses examined as apoptosis progresses. Although p21 protein was not detected in KMS11 cells by Western blot, dose‐dependent elevation of mRNA levels was evident by qPCR (data not shown). p27 was increased in all cell lines and the transcription factor FOXO3, which is involved in cell cycle regulation, was also elevated at moderate doses of inhibitor followed by a reduction at higher concentrations that coincided with PARP cleavage. This suggests an initial response of FOXO3 to OTS514 that precedes cell cycle perturbation and apoptosis.

**Figure 5:**
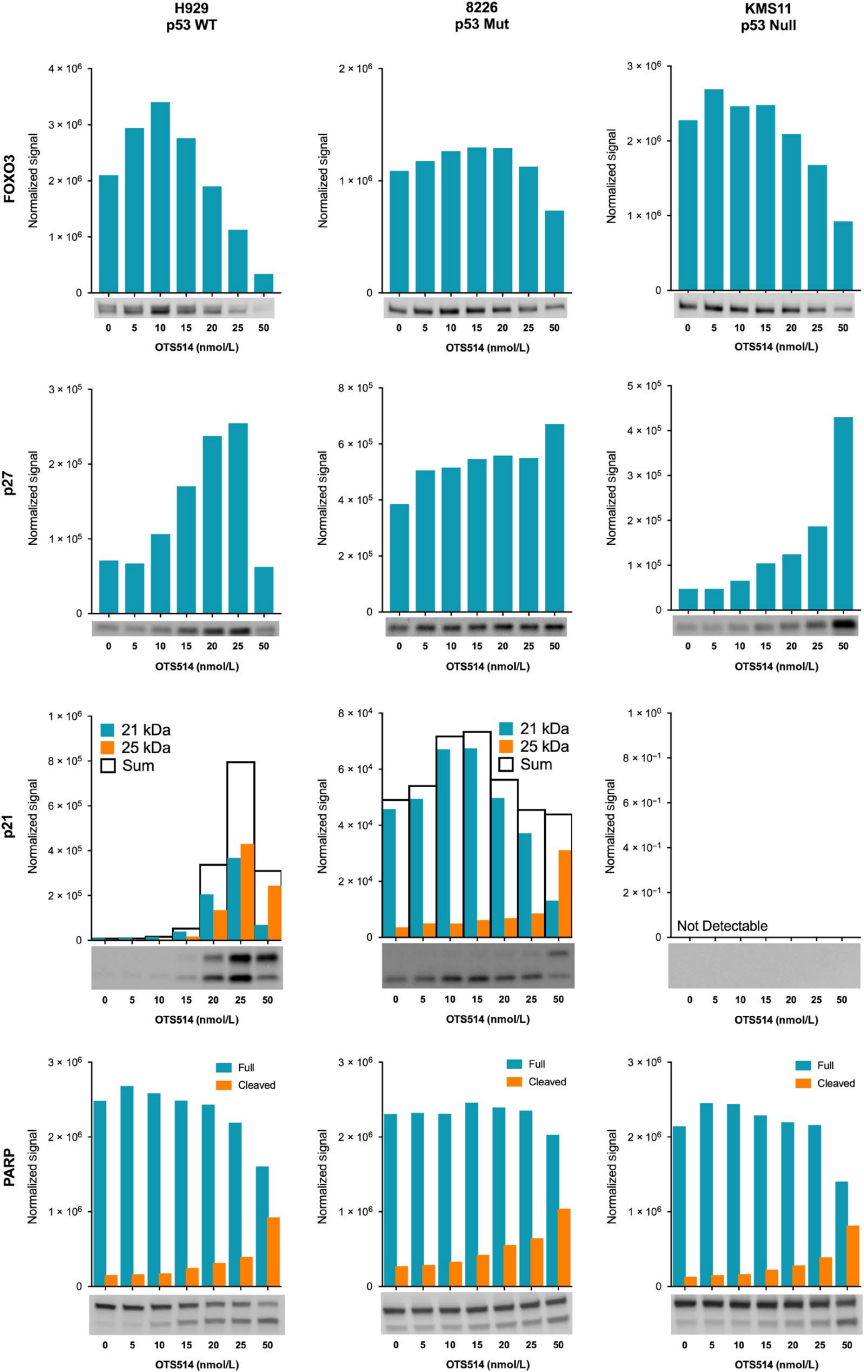
OTS514 activates a p21/p27 response irrespective of p53 status. H929, 8226, and KMS11 cells were treated with increasing concentrations of OTS514. After 24 h, Western blotting was performed with the LI‐COR near‐IR detection system. Loading was equalized for each cell line and further controlled by reversible fluorescent total protein staining and imaging. Fluorescent blot images are shown below bar graphs that indicate target signal normalized to total protein staining of the same lane

Finally, we examined the ability of OTS514 to disrupt the activity of other cellular kinase pathways known to be targets of TOPK.^13^, ^19^, ^20^ FOXM1 phosphorylation or FOXM1 total protein levels were reduced upon OTS514 treatment in each of the five cell lines examined (Figure 6A). IκBα phosphorylation was reduced in all cell lines except for H929, in which the level of total IκBα protein was reduced. TOPK inhibition reduced phosphorylation of p38 MAPK in each cell line in our panel. Phospho‐AKT was not detected in U266 or 8226 cell lines, but was reduced in H929 and MM1.S cells. In p53‐ null KMS11 cells, p‐Akt was unexpectedly increased with OTS514 treatment, though p‐IκBα and p‐p38 are reduced as expected. Although there was heterogeneity in steady‐state kinase pathway status and in the subsequent response to TOPK inhibition between cell lines, suppression of oncogenic signal pathways was universal and resulted in cell death.

**Figure 6:**
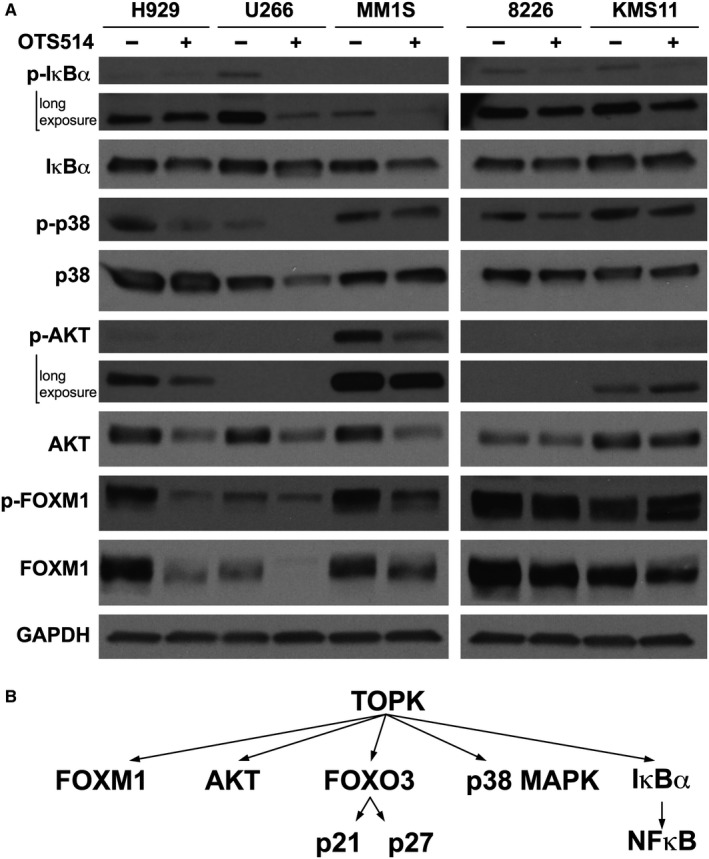
T‐LAK cell‐originated protein kinase (TOPK) inhibition affects multiple downstream kinase pathways. A, H929, U266, MM1.S, 8226, and KMS11 cells were treated with 15 nM OTS514 for 24 h. Loading was equalized for each cell line and Western blotting was performed using phospho‐specific antibodies for IκBα, p38, AKT, and FOXM1. Blots were then stripped and re‐probed to detect total levels of the same targets. Data shown are representative of two independent experiments. B, Schematic representation of kinase pathways affected by TOPK inhibition

## 4 DISCUSSION

MM is a malignancy in which a common set of clinical manifestations is shared between patients, but not a common etiology. There is a complex genetic landscape in which a branching evolutionary path of progression leads to heterogeneity even within a single patient. This attribute necessitates treatment options that influence multiple pathways. TOPK, although its function remains to be fully clarified, has been shown to influence cellular proliferation, growth, migration, and stress responses important to MM, making it an ideal target. For the first time, we have shown that an inhibitor of TOPK suppressed several MM‐supportive pathways and induced potent MM‐selective killing that synergized with a common component of current treatment regimens, making TOPK a suitable candidate for targeting in a clinical setting.

Deletion of p53 in MM is more common in later stages of subclonal evolution, suggesting it may play a role in disease progression in affected patients.^36^ p53 mutation or deletion (including del [17p]) continues to be an indicator of high risk for relapsed/refractory disease, and post‐autologous stem cell transplant patients with p53 deletion have significantly worse survival.^37^ OTS514 treatment results in potent killing of 8 HMCLs carrying p53 mutations or deletions, including clear dose‐dependent p27 activation in p53‐null KMS11 cells. In p53‐mutant 8226 cells, the CDK inhibitors p21 and p27 were present at baseline (Figure 5), indicating that each mutational profile may require closer mechanistic study. These results indicate that the cytotoxic effect of OTS514 in myeloma cells does not require p53 sufficiency and, as such, OTS514 represents a possible treatment for this high‐risk patient population.

FOXM1, a member of the forkhead box family of proteins, is involved in the regulation of numerous pathways that promote cancer. Reflecting this importance, elevated FOXM1 has been observed in a subset of patients with newly diagnosed MM who exhibit significantly poorer overall survival after receiving front‐line therapeutics, such as proteasome inhibitors and IMiDs.^38^ FOXO3, another member of the forkhead box family, generally acts in opposition to FOXM1 and can decrease expression of FOXM1 while also interrupting its ability to act as a transcription factor.^39^, ^40^ By targeting a cancer's reliance on a deregulated balance of this FOXM1‐FOXO3 axis that is shifted in its favor, it can be driven from a supportive state to one that can lead to senescence and cell death. Our microarray data indicated FOXM1 pathway disruption, and we detected loss of phospho‐ and/or total FOXM1 protein levels with OTS514 treatment in every cell line examined, consistent with a previous report in kidney cancer cells.^24^ Additionally, levels of FOXO3 were seen to increase with higher concentrations of OTS514 followed by an eventual decrease when indications of PARP cleavage appeared. Interestingly, we show that OTS514 caused elevation of p27 levels in all cell lines examined and elevation of p21 in two of three cell lines. p27 and p21 are known targets of FOXO3 and their accumulation occurred at increasing concentrations of OTS514. FOXM1 is a known regulator of the cell cycle and acts in part through CDK4/6 as seen in one study where a CDK4/6 inhibitor induced loss of FOXM1 pro‐survival activity.^41^ p21 and p27 cause cell cycle arrest by binding and inhibiting cyclin‐CDK complexes, and progression through the G1/S checkpoint requires sequestration of p21/p27 by cyclin D‐CDK4/6.^42^ These differential changes in the expression levels of proteins involved with cell cycle progression comport with the G1 arrest seen with OTS514 treatment demonstrating the ability to target the FOXM1‐FOXO3 axis through TOPK inhibition.

The PI3K/AKT, MAPK, and NF‐κB pathways are implicated in the development of MM during which mutations and increased variability in the expression levels of oncogenes in these pathways leads to progression of MM to a more aggressive state.^43^, ^44^ In MM, where active phosphorylated AKT is present at baseline or is induced during treatment, the selective inhibition of AKT leads to perturbations of cell proliferation and promotes apoptosis.^45^ This suggests that in the two cell lines where levels of phosphorylated AKT decreased, the cytotoxic effects observed can partially be credited to this loss of active AKT. Activating mutations in the NF‐κB pathway are also known to drive MM.^44^ OTS514 treatment caused a marked decrease in the phosphorylated form of IκBα in four of the five HMCLs examined, indicating that TOPK inhibition also suppresses the canonical NF‐κB pathway and its MM‐supportive targets. MM promotes an osteolytic BM environment through a p38‐dependent mechanism.^46^ Upon inhibition of TOPK by OTS514, levels of phosphorylated p38 decreased in all cell lines examined, suggesting that targeting TOPK can reduce MM's ability to affect an oncogenic BM microenvironment. Collectively, these results demonstrate that OTS514 can disrupt multiple pathways in MM.

IMiD drugs such as lenalidomide are commonly used to treat MM, where they are often combined with proteasome inhibitors.^8^, ^9^ There are several hypothesized mechanisms of action for IMiDs, including CRBN‐mediated ubiquitin proteasome‐mediated degradation of IKZF1/IKZF3^47^ leading to loss of IRF4,^48^ among other pro‐survival factors. We show additive loss of IKZF1 and IRF4 when OTS514 and lenalidomide are given together. Sebastian et al propose an alternative mechanism of action involving inhibition of the antioxidative machinery necessary for MM cell survival.^35^ While OTS514 alone did not reduce antioxidative capacity as measured by the amplex red assay, we reconfirm that lenalidomide treatment reduces the peroxidase activity of HMCL and further show that the combination of lenalidomide with OTS514 resulted in greater loss of antioxidative capacity than did lenalidomide alone. It has been reported that TOPK, through its kinase activity, modulates the activity of the peroxidase Prx1 in melanoma cells by altering its conformation.^49^ A similar mechanism may be occurring in HMCL, though it is evident only after the intrinsically high antioxidative capacity of myeloma cells is overcome by lenalidomide treatment.^35^ All of the synergistic interactions reported here are intrinsic to the myeloma cells themselves, yet the clinical utility of IMiD agents is also attributed to modulation of the bone marrow immune microenvironment,^50^ where putative beneficial interactions will require further investigation.

## CONFLICT OF INTEREST

OncoTherapy Science, Inc: YN is a stockholder and scientific advisor. J.‐H. P. is an employee. The other authors declare no conflicts.

# Supplementary material for: Potent anti‐myeloma activity of the TOPK inhibitor OTS514 in pre‐clinical models
**Source:** Cancer Med. 2019 Nov 12;9(1):324–34. doi: 10.1002/cam4.2695
**Supplement:** Supplementary file 1

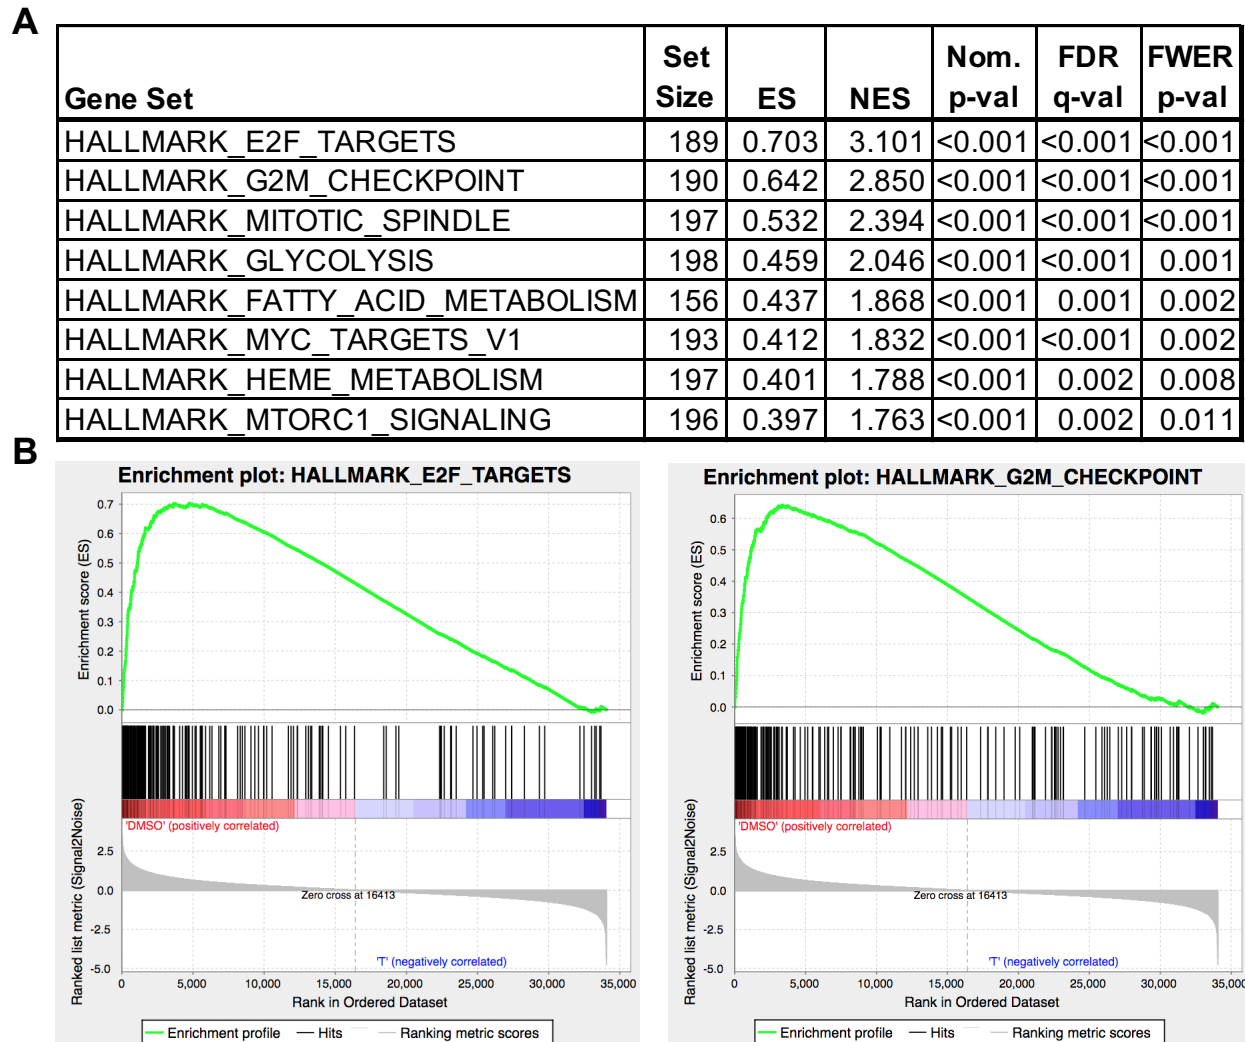

Supplementary Figure 1. Microarray analysis of OTS514 treatment. H929 cells were treated with 15 nM OTS514 or DMSO equivalent for 24 h. RNA from three independent experiments was analyzed by microarray. **A.** GSEA of hallmark gene sets. The gene sets most significantly disenriched by OTS514 treatment (enriched in DMSO controls) are presented. ES, enrichment score; NES, normalized enrichment score; FDR, false discovery rate; FWER, family-wise error rate. **B.** Full enrichment profiles for “E2F_TARGETS” (left) and “G2M_CHECKPOINT” (right).

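An enrichment score walks down the genes ranked by their difference between the treatments and rises at each member of a set, and its normalized form divides it by the scores of random sets. Here the ranking used the signal-to-noise ratio of DMSO and OTS514 intensities, and the gene sets were hand-written lists for the same processes in place of the hallmark sets. By fgsea with permuted genes, the E2F list had a normalized enrichment score of -2.95 in the direction of OTS514 and the G2/M list one of -3.24, with adjusted p of 4.9e-20 and 1.5e-30. Permuting genes treats the members of a list as independent. By camera with an estimated correlation, neither the E2F nor the G2/M list passed (adjusted p = 0.31 for both). That correlation was estimated without pairing the arrays by experiment, so deviations shared within an experiment can enter it. The lists of glycolysis (adjusted p = 0.055) and fatty acid oxidation (adjusted p = 0.16) did not pass by this permutation test.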

Regulator	**FOXM1**		
z-score	**-5.143**		
Overlap p-value	**4.80E-15**		
Genes in dataset	Prediction (based on measurement direction)	Expr Fold Change	Findings
NEK2	Inhibited	-3.604	Upregulates
CDK2	Inhibited	-3.589	Upregulates
CENPE	Inhibited	-3.554	Upregulates
BIRC5	Inhibited	-3.432	Upregulates
CCNB1	Inhibited	-3.391	Upregulates
CENPA	Inhibited	-3.389	Upregulates
CCNE2	Inhibited	-3.297	Upregulates
AURKB	Inhibited	-3.035	Upregulates
CDKN3	Inhibited	-2.964	Upregulates
FOXM1	Inhibited	-2.699	Upregulates
CDK1	Inhibited	-2.661	Upregulates
PRC1	Inhibited	-2.584	Upregulates
CCNA2	Inhibited	-2.574	Upregulates
CDC25A	Inhibited	-2.566	Upregulates
GTSE1	Inhibited	-2.523	Upregulates
KIF20A	Inhibited	-2.514	Upregulates
CENPF	Inhibited	-2.392	Upregulates
CAV1	Inhibited	-2.323	Upregulates
LDHA	Inhibited	-2.227	Upregulates
CDC20	Inhibited	-2.036	Upregulates
CCNB2	Inhibited	-2.035	Upregulates
CDC25C	Inhibited	-2.012	Upregulates
CDCA8	Inhibited	-1.950	Upregulates
PLK1	Inhibited	-1.910	Upregulates
NBN	Inhibited	-1.898	Upregulates
PGK1	Inhibited	-1.882	Upregulates
MAPK8	Inhibited	-1.818	Upregulates
CKS1B	Inhibited	-1.805	Upregulates
CDC25B	Inhibited	-1.788	Upregulates
PCNA	Inhibited	-1.746	Upregulates
PLK4	Inhibited	-1.730	Upregulates
CDCA2	Inhibited	-1.668	Upregulates
CCND2	Inhibited	-1.659	Upregulates
BUB1B	Inhibited	-1.593	Upregulates
CDKN1A	Inhibited	2.878	Downregulates
STMN1	Affected	-2.413	Regulates
ATF2	Affected	1.958	Regulates
PTCH1	Activated	2.016	Upregulates
MYC	Activated	2.046	Upregulates
PRDX2	Activated	3.495	Upregulates

Supplementary Table 1.

Upstream Regulator Analysis result for FOXM1 after OTS514 treatment of H929 cells. 35 of 40 genes exhibit directionality consistent with inhibition of FOXM1.

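A fold change in Table S1 is positive where a gene is higher with OTS514 and is minus the inverse ratio where it is lower. Of the 35 genes marked with the direction of FOXM1 inhibition, 34 were measured here, and all 34 had that direction, 30 of them past the threshold of limma. This tally is not independent of the table, since it uses the same arrays. The 5 measured genes of the table without a call are LDHA, MAPK8, CDKN1A, PTCH1 and CCND2. With the replicate block, CCND2 and LDHA passed (adjusted p = 0.024 for both from limma). CDKN1A, which encodes p21, rose by 0.23 (standard error 0.19, adjusted p = 0.37 from limma) at its brighter probe, and a dim probe of it rose by 0.95.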

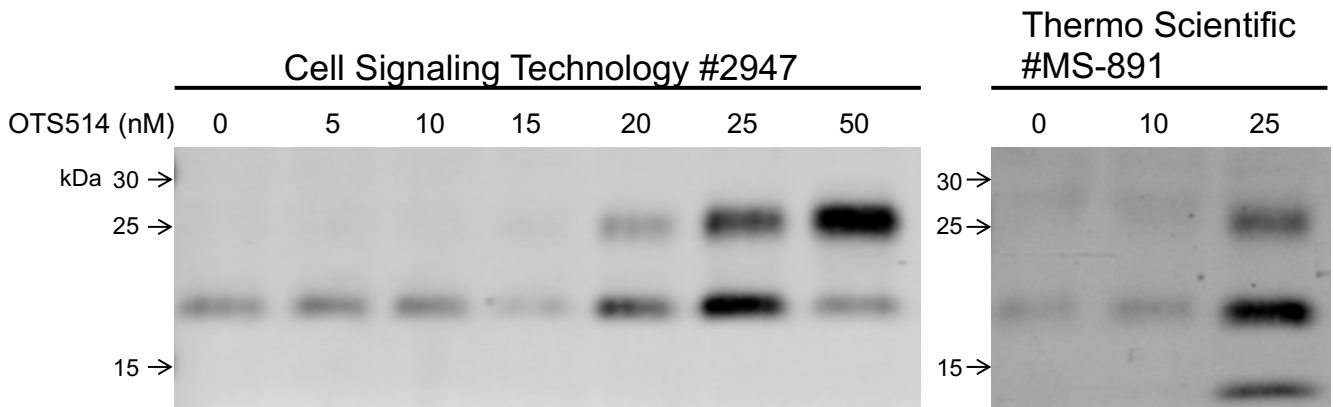

Supplementary Figure 2.

H929 Cells were treated with increasing concentrations of OTS514. Western blotting was performed with two different anti-p21 primary antibodies. With both antibodies, a larger species (~25kDa) occurs in a dose-dependent manner. The ~14kDa band observed with antibody MS-891 is indicative of apoptosis (Levkau *et al.* Cleavage of p21^{Cip1/Waf1} and p27^{Kip1} Mediates Apoptosis in Endothelial Cells through Activation of Cdk2: Role of a Caspase Cascade. *Molecular Cell* 1998; **1**: 553-563).

How the deposited data were processed for this re-analysis (not part of the article)

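The RNA of H929 cells was measured on Illumina HT12v4 arrays after 24 h with DMSO, OTS514, lenalidomide (LEN), carfilzomib (CFZ) and the 4 combinations of these drugs, in 8 groups of 3 arrays. The authors made the deposited intensity values in BeadStudio, whose version is not stated, by subtracting the background and quantile-normalizing the 24 arrays. These intensities are linear, run from -14.3 to 13731.3, and hold 13200 to 13204 probes above 16 in each array. The signals before normalization, with their detection values, were not used here, since no label pairs the names of their 48 columns with the samples.

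The planned start was those signals before normalization. As they could not be paired with samples, the authors' normalized intensities, planned as an alternative, became the main values, raised to a floor of 16 and log2-transformed as planned for that alternative. The filter was set after this change of values: probes above 16 in at least 3 of the 24 arrays were kept, which left 14917 of 47299. Every array has a median of 3.1 and quartiles of -0.5 and 23.7, and the number of arrays limits the precision. Of all probes, 30100 have 1 gene symbol, 8 have several and 17191 have none in the platform annotation, and 2869 kept probes without a single symbol were left out. No symbol changed when looked up by its gene number. The probe with the highest mean stood for each of 9328 genes. Probes of one gene can disagree: of 507 genes with at least 2 probes past the threshold under OTS514, 34 had probes that went both ways.

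The fit was made in limma 3.58.1 (R 4.3.3) with one mean per group and 16 residual degrees of freedom, followed by eBayes. Adjustment was after Benjamini and Hochberg over the genes tested, with a threshold of 0.05, for 13 comparisons. Gene lists, 23 in all, were written before the data were examined, apart from the list of Table S1, which the study chose on these samples. They were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and under OTS514 by fgsea 1.28.0. The text names the genes the paper names and those of Table S1, whose fold changes had been seen. It also names genes among the 15 largest rises and 15 largest falls under OTS514, 5 and 5 for each other comparison, and the 4 members with the smallest p in each list. For the largest rises and falls, the 3 arrays of one group all lie above the 3 of the other, which chance gives in 10% of cases. Where every array of a group is at the floor, a fold past the threshold is given as a lower bound.

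The numbers of the 3 independent experiments, given in the sample titles, pair the arrays. The deviations of 84 same-numbered pairs from their group means had a mean r of 0.27 (from -0.19 to 0.62, and over 0.1 in 64 pairs). For differently numbered pairs the mean was -0.14. The centring on group means of 3 arrays largely fixes that value once the first is given, so it is no separate evidence. All 24 arrays correlated best with arrays of their own number. The fit without this block is the main one, and the fit with it an alternative.

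The fit was tested on simulated data with 9328 genes. The simulated values had no floor and no deviations shared within an experiment, so the shares recovered may differ in the real data. For OTS514 against DMSO it recovered 43.3% of genes changed by 0.5 on the log2 scale, 86.6% of those changed by 1 and 100% of those changed by 2, with 11 false calls among 164. For the interaction of OTS514 and LEN the shares were 16.4, 50.8 and 89.4%, with 9 false calls among 113. With no gene changed, it made 0 calls in 121264 tests. Camera called the 1 list that was lowered and 0 of 21 lists that share no gene with it, in data simulated without correlation between genes.

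The alternatives changed the filter on dim probes, the probe summary, the replicate block, the arrays in the fit, the weights of arrays, the floor, the scale and the normalization, and left out each array in turn. The slide of each array is not named in the labels, so it could not be a block. The hallmark sets and Ingenuity Pathway Analysis were not used here.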

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

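The tests of host genes, of other small noncoding RNA, of OTS514 itself, of the lenalidomide response with carfilzomib, and the camera test of each list in other splits were chosen after the result was seen.

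The paper describes arrays with lenalidomide (LEN), carfilzomib (CFZ) or combinations in its methods and reports no results from them, and signals in them drew attention. Past the threshold of limma against DMSO were 345 genes with LEN, 1116 with CFZ, 3429 with OTS514 and LEN, 4440 with OTS514 and CFZ, 2672 with LEN and CFZ, and 4403 with all 3 drugs. With OTS514 alone there were 3283. Over the alternatives run, the count was 151 to 633 for LEN and 230 to 1806 for CFZ. In the 10 splits of the 6 arrays of each comparison into 3 and 3, the highest count in another split was 2 for LEN, 3 for CFZ, 1 for OTS514, 1 for OTS514 and LEN, and 0 for the other combinations against DMSO. When OTS514 was added to LEN, CFZ or both, 2985, 3384 and 3088 genes passed, and the highest counts in other splits were 0, 1 and 2. These splits are too few for a share under 0.05. The other splits also hold arrays of both treatments in each group, which widens the spread within groups, so low counts in them are no measure of the drug effects. Of the 10 splits, 4 part all 3 pairs of arrays of one experiment, as the real one does, and 6 part only 1; among the first, no other count was above 2.

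OTS514 changed 1598 genes the same way in the 4 comparisons with and without it, 696 up and 902 down, where independent lists would share 5.66 and 10.7. In 100 drawn splits, which include the real one, only the real split (1 of 100) reached this number and the highest other was 0. Only 3 of them, the real one included, part as many pairs of one experiment as the real one (highest other 0). The others mix treatments within groups too, which widens the spread, so low counts in them are no measure of chance. These splits therefore cannot exclude chance. Fold changes across genes correlated at 0.768 to 0.912, although genes are not independent replicates.

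Under OTS514, 7 lists passed the camera test, with 8 as the highest in another split. Under LEN 3 lists passed, with 7 as the highest other. Under CFZ 15 passed, with 12 as the highest other. With an estimated correlation 0 lists passed under OTS514, and in the other comparisons 1 of 276 list results did, the interferon list under LEN. Each other split holds 2 arrays of one treatment against 1, so part of the drug effect stays in it. These splits are too few for a share under 0.05.

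LEN raised 11 of 22 interferon-stimulated genes (17 when adjusted over the list alone) and lowered 1, with a median of 0.71, led by IFI27 (3.15, standard error 0.40) and IFIT1 (3.05, standard error 0.27). The camera adjusted p was 2.6e-21, and 0.0045 with an estimated correlation. CFZ raised 19 of 29 proteasome subunit genes (23 when adjusted over the list alone), with a median of 0.41, an adjusted p of 2.1e-15 from camera and an adjusted p = 0.18 with an estimated correlation. OTS514 raised 6 of 8 polyadenylated histone genes, with H2BC21 up by 1.75. The adjusted p of that list was 0.0031 from camera and 0.38 with an estimated correlation.

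The OTS514 effect differed with LEN in 8 genes by a test of the interaction: it was higher with LEN for SPRR2F (1.96) and SPRR2A (1.86). For CCL2, TMPRSS3, ACY3 and CASP1, lower, and for UNC13C and MAL2, higher, all arrays of at least 1 of the compared groups are at the floor, so the size of the interaction was not measured. It differed with CFZ in 21 genes, 14 higher and 7 lower, such as CCL4L1 (-1.61) and SPRR2D (-1.52). CXCL8 and IFI44, among the higher, were above the floor only in the arrays with OTS514 and CFZ of the 4 groups compared, so no size is given for them. In 100 drawn splits, 17 reached the count with LEN (highest other 155) and 11 the count with CFZ (highest other 505). The interaction of LEN and CFZ had 0 genes in limma, with 174 at an unadjusted p under 0.05, and any split reaches a count of 0 (100 of 100, highest other 309). Among splits that part as many pairs as the real one the highest were 76, 505 and 44. Counts many times the real one point to a structure of the samples: labels exchanged within one level of the other drug let the drug's own effect enter the interaction, so the splits do not exclude chance and do not measure it alone.

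The snoRNA and scaRNA are small RNA that guide the modification of other RNA. Whether the array probes for snoRNA and scaRNA genes read the mature small RNA or longer precursors was not tested. Of 127 such genes tested, 88 were higher with OTS514 and 1 was lower. Their median was 1.07 (95% bootstrap interval 0.84 to 1.27), and SNORA3B rose by 3.18 and SNORD83B by 2.84. The bootstrap intervals in this paragraph resample genes, not arrays, and treat genes of the same host as independent. They therefore do not measure the spread between experiments. A shift of all probes of like brightness is argued against, since the median lies above the upper bound of 0.048 from 10000 random lists matched on brightness (with no filter on dim probes, however, 300 such genes had a median of 0, and 77 were higher). More small noncoding RNA in general in the OTS514 preparations stays open, as 22 other small RNA genes had a median of 0.80 (0.41 to 1.71). A rise of every kind was not shown, as 11 of these 22 were higher and 0 lower by limma. Their log2 changes ran from 0 for RNU5A-1 to 3.17 for RNU4ATAC. The classes also parted with CFZ (12 of these 22 higher, median 1.00, against a snoRNA and scaRNA median of 0.07). They parted as well where OTS514 was added to LEN and CFZ (1 of 22, median 0.33, against 72 of 127, median 0.76). An effect of OTS514 may also account for the rise of snoRNA and scaRNA genes. Their median was above 0 in 12 of 12 differences within experiments (0.47 to 1.19). The 96 genes with a tested host had a median of 1.00 as a set. Their 62 hosts, each read by 1 probe, had a median of 0.022 (-0.0058 to 0.11), under the bound of 0.50. A rise of the host transcripts that these probes read is argued against as the cause for the set. Host transcripts that these probes do not read, genes without a tested host and single hosts stay open. Among the hosts, chosen after their values were seen, TAF1D rose by 1.31 and holds SNORA8 (2.39), SNORA18 (2.03), SNORA25 (1.38), SNORA32 (1.25), SNORA1 (0.96) and SNORD6 (0.76), and TBRG4 rose by 0.88 and holds SNORA5A (1.11) and SNORA5C (0.14).

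As a list, the interferon-stimulated genes rose less with LEN when OTS514 was present (median interaction -0.34, lower in 18 of 22 genes, of which 0 passed limma, 3 did when adjusted over the list alone and 6 had an unadjusted p under 0.05, camera p = 6.2e-12 and adjusted p = 1.4e-10, but adjusted p = 0.091 with an estimated correlation). A floor that hides falls in the arrays without LEN is argued against, since the 16 genes above it in all 12 arrays gave p = 4.0e-07 from camera (0.011 with an estimated correlation). With each array left out in turn, the interaction of the list stayed down, and the highest p was 1.7e-08 from camera with the preset correlation. This was not run with an estimated correlation, so a single deviating array is not excluded. OTS514 acting on the LEN response may explain it, as the same interaction in the 12 arrays with CFZ gave p = 1.8e-14 (0.0017 with an estimated correlation). This remains a hypothesis, because the interaction of this list was not tested in other splits of the arrays. In the comparisons of single drugs with DMSO, camera passed lists in other splits too, but those splits keep part of the drug effect.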

How the results depend on the processing

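The floors of 8 and 32, the started log, the probes above the floor in all 24 arrays and the cyclic loess were chosen after seeing the data. The planned normalization from raw signals (neqc), no background correction, the filter on detection p, loess after normexp and the slide block were not run. The authors' values, planned as an alternative, are the main ones.

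The counts for OTS514 against DMSO, the combinations with OTS514, LEN CFZ and the 4 backgrounds stayed within 1.5 times under every alternative run, at 2397 to 3998 for OTS514. With no filter on dim probes, 685 genes passed for CFZ, 6 for the LEN by CFZ interaction, and 11 lists under OTS514. With probes above the floor in all 24 arrays, 210 passed for LEN, 0 for the OTS514 by LEN and 3 for the OTS514 by CFZ interaction. Only the compared groups in the fit gave 151 for LEN, 230 for CFZ and 2 for OTS514 by CFZ, where fewer arrays estimate the spread. Array weights gave 570 for LEN, 13 for OTS514 by LEN and 3 for LEN by CFZ. A floor of 8 gave 6 for OTS514 by CFZ and 1 for LEN by CFZ, and the started log 0 for OTS514 by LEN and 3 for OTS514 by CFZ. Apart from the fit of the compared groups, the cause was not tested.

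With the replicate block, 633 genes passed for LEN, 1806 for CFZ, 36 for OTS514 by CFZ and 1 for LEN by CFZ. It changed no other count by over 1.5 times and no list call under OTS514. Among named genes it added calls for CDKN2A, HSPB1, HSPA8, NFKBIA, PARP1, CCND2 and LDHA. The cause was not tested.

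With an estimated correlation, camera passed 0 lists under OTS514 (0.3146 for each of the E2F, G2/M and both FOXM1 lists) and 1 of 276 list results in the other comparisons, the interferon list under LEN, where 97 passed with the preset correlation. The correlation was estimated from the fit without the replicate block, so deviations shared within an experiment can enter it. It was not estimated with the block. The cause was not tested.

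Leaving out 1 array in turn gave 204 (without LEN replicate 1) to 295 for LEN, also low at 221 without DMSO replicate 3. It gave 583 (without CFZ replicate 2) to 886 for CFZ, with 660 and 611 without DMSO replicates 1 and 3. OTS514 by LEN had 4 (without LEN replicate 2 or OTS514 replicate 1) to 12 and 5 without DMSO replicate 3, LEN replicate 1 or OTS514 LEN replicate 1. OTS514 by CFZ had 11 (without DMSO replicate 3) to 34 (without OTS514 replicate 2), and 12 without OTS514 CFZ replicate 2. LEN by CFZ had 0 to 6 (without LEN CFZ replicate 3), with 2 without CFZ replicate 1 or 2 and 1 without DMSO replicate 1 or 3 or LEN replicate 3. The fatty acid list lost its call without DMSO replicate 2 (0.078) or OTS514 replicate 3 (0.10), and in Table S1 BUB1B lost its call without 5 of the 6 arrays, with an adjusted p up to 0.19 without OTS514 replicate 3. Without that array PCNA (0.065), PLK4 (0.086), CDCA2 (0.074) and NBN (0.054) of Table S1 also lost their calls, as did PCNA without DMSO replicate 3 (0.065) and PLK4 (0.053) and CDCA2 (0.080) without DMSO replicate 1. Leaving out 1 array leaves 2 in its group. No call of a named gene or list reversed.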

Differences from the paper's values

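Fold changes of 4 of the 38 measured genes of Table S1 differ from the paper's by more than the SD of the fold between arrays. All are on the linear scale with a minus sign for lower values. Both sets of values come from the same arrays, so this SD only serves to name the larger gaps. Of the 38 values here, 0 lie within 0.001 of the paper's. For LDHA the value here is -1.18 and the paper's is -2.227. For NBN it is -1.32 against the paper's -1.898, and for PGK1 -1.43 against the paper's -1.882. CDKN1A gave 1.17, where the paper has 2.878. Under the alternative set before the data were examined, the ratio of group means without a log transform, none of these 4 falls within the paper's values (-1.18, -1.31, -1.43 and 1.17). The ratio of group means at the kept probe with the largest fold, chosen after seeing the values, falls within the paper's value for all 38 genes and drops 0 of them. MAPK8, whose OTS514 arrays are all at the floor, gave -1.14, where the paper has -1.818. PTCH1, whose DMSO arrays are all at the floor, gave 1.09, where the paper has 2.016. Neither passed limma (adjusted p = 0.35 and 0.45), so no minimum change was shown. Both gaps exceed the SD of the fold (0.18 for MAPK8 and 0.13 for PTCH1). The floor limits both folds, and they are not counted among the 4. For both genes the ratio of group means without a log transform gave -1.82 and 2.02. All 38 genes have the paper's direction, and 33 pass the threshold of limma. Among the 5 that do not, LDHA and CCND2 pass with the replicate block (adjusted p = 0.024 for both), and MAPK8 with a floor of 8, chosen after seeing the values (adjusted p = 0.026). CDKN1A and PTCH1 pass under none of the alternatives run, although a dim probe of CDKN1A passes when all kept probes are tested (adjusted p = 0.034).

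The paper shows hallmark sets of MYC targets and heme metabolism among those lower with OTS514. The hand-written lists for these processes, which are not those sets, gave a median log2 change of 0.08 (camera adjusted p = 0.51) and -0.29 (camera adjusted p = 0.15). The heme list passed with no filter on dim probes (adjusted p = 0.016, and 0.053 to 0.38 under the other alternatives). The lists for E2F targets, G2/M, glycolysis and fatty acid oxidation were lower, as in the paper, by the camera test with a preset correlation, and did not pass with an estimated one (adjusted p = 0.31, 0.31, 0.42 and 0.41). Glycolysis and fatty acid oxidation did not pass by fgsea either (adjusted p = 0.055 and 0.16).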

Other observations

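The test of the fold changes of Table S1 and the choice of comparing them by probe came after the values were seen.

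A candidate explanation for the fold changes of Table S1 is a ratio of linear group means at the kept probe with the largest fold. It gave values within 0.001 of the table for 38 of 38 genes. For CDKN1A that probe has a mean intensity of 12.0 with DMSO and 34.6 with OTS514, against 886 and 1037 at the probe used here, and for LDHA 19.0 and 8.53 against 9990 and 8451.

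The paper measures several proteins by Western blot, some of them in H929 cells at the same dose and time (Figure 6A), and the arrays give the mRNA of their genes at 15 nM OTS514, not the protein or its phosphorylation. CDKN1B, which encodes p27, had a log2 change of 0.16 (standard error 0.30, adjusted p = 0.74 from limma). IRF4 had one of 0.01 and IKZF1 one of 0.47, neither past the threshold with OTS514, and with LEN they had 0.15 and 0.47, also not past it. With OTS514 and LEN together IKZF1 had a log2 change of 0.84 against DMSO (adjusted p = 0.0055 from limma). NFKBIA, which encodes IκBα, rose by 0.40 with OTS514 (adjusted p = 0.23 from limma, 0.047 with the replicate block) and was 2.30-fold higher with CFZ (adjusted p = 0.0046 from limma). AKT1 fell by 1.09 and MYC rose by 1.03 with OTS514. MAPK14 and ABCB1 could not be measured.

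CFZ alone lowered 20 and raised 2 of 62 genes of the E2F list (33 and 2 when adjusted over the list alone), with a median of -0.46, and lowered 4 and raised 1 of 74 genes of G2/M and mitosis (1 and 1 when adjusted over the list alone), with a median of -0.31. The interaction of OTS514 and CFZ had a median of 0.61 over the genes of G2/M and mitosis (camera adjusted p = 4.3e-23, and adjusted p = 0.21 with an estimated correlation). By limma 0 of these 74 genes passed, and 31 had an unadjusted p under 0.05. Genes near the floor with OTS514 cannot fall further when CFZ is added, which can raise the interaction, and this was not tested. The floor can raise a gene's interaction by no more than the fall of that gene with CFZ alone. The median change of -0.31 with CFZ alone is smaller in size than 0.61, which argues against the floor alone for the list as a set.

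The lists of cholesterol synthesis (15 genes), CDK inhibitors (4), FOXO3 targets (15), the BCL2 family (13), ER chaperones (18), heat shock genes (15), NF-kB targets (11), antioxidant genes (17), plasma cell identity (14), proteasome subunits (29), interferon-stimulated genes (22) and ATF4 targets (19) did not pass camera under OTS514. Median and mean differ in sign for cholesterol synthesis (0.06 and -0.11), CDK inhibitors (0.19 and -0.01) and FOXO3 targets (-0.02 and 0.26). Of the ATF4 targets 5 were higher by limma, with an adjusted p of 0.063 from camera and a range of 0.0042 to 0.51 over the alternatives. With no filter on dim probes the plasma cell list passed as well (0.016), and FOXO3 targets passed by the permutation of genes on the signal-to-noise ratio (0.047). Of 16 marker genes of other blood and stromal cells, 3 were measured and did not pass limma.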
